# Genome-Wide Identification of Circular RNAs in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2017.01678

**Published:** 2017-09-27

**Authors:** Gang Chen, Jiawen Cui, Li Wang, Yingfang Zhu, Zhaogeng Lu, Biao Jin

**Keywords:** circular RNA, parent gene, *Arabidopsis*, RNA-seq, sequence conservation, microRNA

## Abstract

Circular RNAs (circRNAs) are a family of transcripts with covalently closed circular structures and still largely unknown functions. Large numbers of circRNAs have been found in various biological processes in humans and animals, but fewer circRNAs have been identified in plants. We performed a genome-wide analysis of circRNAs in *Arabidopsis thaliana* via deep sequencing. We constructed 14 strand-specific libraries from 13 samples of plants from four developmental stages, four stress treatments, and five organs and a mixed sample across the lifespan. In total, we identified 5861 circRNAs, including 1275 novel ones, using the strict threshold of at least two unique back-spliced supporting reads. The circRNAs were non-randomly distributed in all chromosomes; most were exonic. Sequence similarity analysis of circRNAs between *A. thaliana* and four other species showed that some circRNAs are conserved in plants. Functional annotation indicated that many parent genes of circRNAs are involved in many fundamental processes including plant development, reproduction, and response to stimulus. In addition, a small proportion of circRNAs was shown to be potential targets of miRNAs, indicating that the circRNAs could interact with miRNAs to regulate gene expression. qRT-PCR analysis revealed that circRNAs displayed diverse expression patterns at different growth stages. Our results provide an important resource for continuing circRNA research in *A. thaliana*, and should enhance our understanding of circRNAs in plants.

## Introduction

There are two types of RNA in eukaryotic cells: messenger RNA (mRNA) and non-coding RNA. Non-coding RNA includes highly abundant and functionally important RNAs, such as transfer RNA (tRNA) and ribosomal RNA (rRNA), as well as microRNA (miRNA), small interfering RNA (siRNA), *trans*-acting siRNA (tasiRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), and long non-coding RNA (lncRNA). Circular RNAs (circRNAs), which are generally recognized as another group of non-coding RNAs, are characterized by the presence of a covalent bond linking the 3′ and 5′-ends generated by back-splicing (Jeck et al., 2013). CircRNAs arise from back-spliced exons, introns as circular intronic RNAs (ciRNAs), intergenic regions, or both exons and introns as exon–intron circRNAs (EIciRNAs) (Zhang et al., 2013; Li et al., 2015). In past decades, circRNAs have only been occasionally identified due to limitations of molecular techniques and bioinformatic tools (Sanger et al., 1976; Hsu and Coca-Prados, 1979; Grabowski et al., 1981; Kos et al., 1986; Nigro et al., 1991), and were thought to be functionless by-products of transcription. In recent years, with the development of high-throughput sequencing technology and high-efficiency large-scale data analysis, many circRNAs have been identified in archaea, *Caenorhabditis elegans*, mouse, and human (Danan et al., 2012; Salzman et al., 2012; Memczak et al., 2013; Zhang et al., 2013); knowledge of circRNAs has been updated continuously and rapidly.

Recent research has suggested that circRNAs are widely expressed in a complex tissue-, cell-type- or developmental-stage-specific manner, and their sequences and expression patterns are often conserved (Salzman et al., 2012; Jeck et al., 2013; Memczak et al., 2013; Zhang et al., 2013, 2014). The conservation feature of circRNAs exist in various species (Wang et al., 2014; Zhao et al., 2017), and some conserved circRNAs were derived from important gene loci suggesting their potentially important functions (Vicens and Westhof, 2014; Gao et al., 2015). Many circRNA expression levels can be approximately 10-fold compared with their linear isoforms, suggesting that the formation of circRNAs may be finely regulated (Rybak-Wolf et al., 2015; Venø et al., 2015; Dang et al., 2016). Furthermore, circRNAs play important biological roles in transcriptional and post-transcriptional regulatory networks governing gene expression. Functional circRNAs have been shown to act as cytoplasmic miRNA sponges that sequester miRNAs (Hansen et al., 2013; Memczak et al., 2013) and RNA-binding protein sequestering agents (Zhang et al., 2013) as well as nuclear transcriptional regulators (Li et al., 2015). In addition, the production of circRNAs plays an important role in the regulation of alternative splicing (Zhang et al., 2014; Gao et al., 2016). Recent studies have shown that circRNAs serve as protein-coding sequences *in vitro* and *in vivo* (Granados-Riveron and Aquino-Jarquin, 2016; Legnini et al., 2017; Pamudurti et al., 2017; Yang et al., 2017). Studies have also demonstrated the important role of circRNAs as biomarkers of disease, including Alzheimer’s disease (AD) and cancer (Lukiw, 2013; Li et al., 2015).

Although it has been demonstrated that circRNAs play important roles in a range of biological and developmental processes in animals (Memczak et al., 2013; Salzman et al., 2013), the knowledge of circRNAs in plants is limited (Wang et al., 2014; Lu et al., 2015; Ye et al., 2015; Darbani et al., 2016; Sablok et al., 2016; Wang et al., 2017). Wang et al. (2014) reported that circRNA is expressed in a wide range of eukaryotic species, including the model plant species *Arabidopsis thaliana*. Ye et al. (2015) used publicly available RNA sequencing data and anchor aligned the reads to the model plants *Oryza sativa* and *A. thaliana* revealing a large number of circRNAs in *O. sativa* and *A. thaliana*. A study in *O. sativa* by Lu et al. (2015) identified 2,354 circRNAs, among which 1,356 were exonic circRNAs. Recently, a plant circRNA database (PlantcircBase) was created by collecting publicly available and newly identified circRNA sequences from *O. sativa*, *A. thaliana*, *Zea mays*, *Solanum lycopersicum*, and *Hordeum vulgare* (Chu et al., 2017).

Here, to uncover a more comprehensive profile of circRNAs in the plant model species *A. thaliana*, we identified and analyzed circRNAs from 14 ssRNA-seq (strand-specific sequencing of RNA) libraries from RNA samples corresponding to four different growth stages, five organs, and four stress treatments, as well as a mixed RNA sample, in *A. thaliana*. We then used deep sequencing by the Illumina ssRNA-seq approach: our average sequencing depth reached approximately 106× and we acquired high-quality sequence information for circRNAs. In particular, we used the strict threshold of at least two unique back-spliced supporting reads to positively identify circRNAs. In addition, functional annotation analysis and circRNA-originating target miRNA predictions were made to predict the function of circRNA in *A. thaliana*. Our data provide a genome-wide profiling of *A. thaliana* circRNAs and provide an important resource for future circRNA research in *A. thaliana*.

## Materials and Methods

### Plant Materials

Seeds of *A. thaliana* [wild-type Columbia (Col-0)] were exposed to stratification for 2 days at 4°C, and sown in square surface-sterilized plastic pots (7 × 7 × 8 cm) containing sterile medium (1:1 v/v mixture of vermiculite and peat). Pots were arranged in a plastic pallet and placed in a growth chamber (23°C during the day and 18°C at night, with a 16-h photoperiod and 500 μmol m^-2^ s^-1^ of photosynthetically active radiation (PAR); the plants were alternately watered to saturation with distilled water or 1/2 Murashige–Skoog solution (Jin et al., 2011).

Fourteen plant materials for RNA isolation were prepared as follows (**Table 1**). Plants at growth stages 1.04 (4 rosette leaves > 1 mm in length), 1.14 (14 rosette leaves > 1 mm in length), 3.90 (rosette growth complete), 5.10 (first flower buds visible), 6.50 (50% of flowers to be produced have opened), 8.00 (first silique shattered), and 9.70 (senescence complete; ready for seed harvest) (Boyes et al., 2001) were flash-frozen in liquid nitrogen. We used three plants in most of the growth stages, but five plants were sampled in the first stage for isolation of sufficient RNA. For organ sampling, we collected roots, stems, leaves, flowers, and siliques from three plants at stage 6.50. In addition, seedlings at stage 3.90 were exposed to the following stress environments: 300 mM mannitol (drought), 200 mM NaCl (salinity), and 38°C (heat). Plants grown in the same environment (3.90), without the additional stress component, were used as controls. The whole plants were collected 12 h after exposure to stress.

**Table 1:** Summary of *A. thaliana* samples used for ssRNA sequencing.

Sample No.	Description
Arab_mix	Mixed sample from whole plants at seven growth stages: 1.04 (4 rosette leaves > 1 mm in length), 1.14 (14 rosette leaves > 1 mm in length), 3.90 (rosette growth complete), 5.10 (first flower buds visible), 6.50 (50% of flowers to be produced have opened), 8.00 (first silique shattered), and 9.70 (senescence complete; ready for seed harvest).
Arab_B673-T01	Three whole plants at growth stage 1.14
Arab_B673-T02	Three whole plants at growth stage 3.90
Arab_B673-T03	Three whole plants at growth stage 6.50
Arab_B673-T04	Three whole plants at growth stage 8.00
Arab_B673-T05	Roots from three plants at growth stage 6.50
Arab_B673-T06	Stems from three plants at growth stage 6.50
Arab_B673-T07	Leaves from three plants at growth stage 6.50
Arab_B673-T08	Flowers from three plants at growth stage 6.50
Arab_B673-T09	Siliques from three plants at growth stage 6.50
Arab_B673-T10	Aerial part of three plants without any stress treatments at growth stage 3.90
Arab_B673-T11	Aerial part of three plants with drought stress at growth stage 3.90
Arab_B673-T12	Aerial part of three plants with salt stress at growth stage 3.90
Arab_B673-T13	Aerial part of three plants with heat stress at growth stage 3.90

### RNA Extraction and RNase R Treatment

Total RNAs from all samples above were extracted using the MiniBEST Plant RNA Extraction Kit (Takara, Dalian, China), in accordance with the manufacturer’s protocol. We stored the total RNA aliquots at -80°C with 1 unit/μL RNaseOUT (Invitrogen), validated the RNA quality using an Agilent 2100 Bioanalyzer, and quantified the total RNA with Qubit 2.0 Fluorometer (Invitrogen). The qualified total RNAs from the seven growth stages were equally mixed as a pool, while total RNAs from four different growth stages, five organs, and four stress treatments were separately prepared for library construction. Then, the 14 RNA samples were depleted of 18S and 28S rRNA using the Ribo-Zero Magnetic Kit (Epicentre, Madison, WI, United States) and treated with Ribonuclease R (Epicentre, Madison, WI, United States) to remove linear RNA.

### Library Preparation and Illumina Sequencing

The rRNA-depleted RNAs were first fragmented into short sequences in fragmentation buffer at 94°C for 15 min. Second, these fragments were used as templates for first-strand cDNA synthesis primed with random hexamers. The second-strand cDNA was synthesized using buffer, dNTPs, RNase H, and DNA polymerase I, followed by AMPure XP bead purification. Third, the short fragments were further resolved with NEBNext End Repair Reaction Buffer and NEBNext Pre Enzyme Mix for end repair and poly (A) ligation. Subsequently, the fragments were connected with adapters, and then the second strand containing “U” was degraded using uracil-specific excision reagent (USER). Finally, suitable fragments were selected as templates for the PCR amplification after agarose gel electrophoresis. The quantification and qualification of the libraries were further assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States) and Qubit 2.0 Fluorometer (Invitrogen). These libraries were paired-end (PE) sequenced using the Illumina HiSeq 2500 (read length, PE125, the mixed sample) and Illumina Hiseq X Ten (read length, PE150, 13 independent samples) platforms. All raw sequence data have been deposited in the NCBI Sequence Read Archive (SRA, accession number SRP069764).

### Read Alignment and Analysis

We used the NGS QC Toolkit v2.3.3 software to filter the reads with adapter sequences, reads with an unknown base (N, unknown bases in a read > 5%), and low-quality reads (reads with base quality ≤ 20). Sequence alignments were performed using TopHat2 with BOWTIE2 (v2.0.5) (Langmead and Salzberg, 2012) software for mapping to the reference genome (*Arabidopsis_thaliana* TAIR10.30 ENSEMBL). The circRNAs were predicted using the find_circ program with the same parameters as described previously (Memczak et al., 2013). Chimeric mapped reads were selected for circular (“back-spliced”) junctions if the sequence reads mapped to one chromosome on the same strand, while the two sequence segments mapped to the genomic region with reverse order. CircRNA abundance was predicted on the basis of circular junction read counts. The overlapping region between predicted circRNAs and the gene region of the *A. thaliana* reference genome was identified using Bedtools software (Quinlan and Hall, 2010), and the circRNAs with overlapping regions were annotated. All expression data and other information (coordinates, strand, etc.) of identified *A. thaliana* circRNAs are in GSE77672. To evaluate the conservation of circRNAs, the circRNA sequences of *A. thaliana*, *O. sativa*, *H. vulgare*, *S. lycopersicum*, and *Z. mays* were first downloaded from PlantcircBase^1^. Then, our identified circRNA sequences (Supplementary Table S6) from *A. thaliana* were used for a BLAST search (BlastN in BLAST+, v2.2.27, *E* < 1e^-5^) against the circRNA sequences from *A. thaliana*, *O. sativa*, *H. vulgare*, *S. lycopersicum*, and *Z. mays*.

To evaluate the potential functions of the parent genes of circRNAs, the parent mRNAs were used for BLAST searches and functionally categorized according to gene ontology (GO) annotation by BLAST2GO software with the default parameters^2^ (Conesa and Götz, 2008). To predict miRNA–circRNA interactions, TargetFinder^3^ was used to scan the miRNA-target sites of circRNA. The network of miRNAs–circRNAs was generated using Cytoscape 3.5.1 software.

### PCR Amplification, Sanger Sequencing, and Quantitative Real-Time PCR

Treated RNA solutions (10 μL, without DNA contamination) from seven stages, leaves, and roots were subjected to reverse transcriptase reactions with the PrimeScript RT Reagent Kit (Takara, Dalian, China), in accordance with the manufacturer’s protocol. Genomic DNA of *A. thaliana* was extracted using the Plant DNA Isolation Reagent (Takara, Dalian, China). To validate circRNAs identified in *A. thaliana*, polymerase chain reactions (PCRs) were performed using a set of divergent primers and a set of convergent primers that were used as a control (Supplementary Table S1). The divergent primers were designed using an “out-facing” strategy to guarantee that the amplifications were from a circular template (Shen et al., 2015). For each PCR amplification, 20 ng of cDNA or genomic DNA was used with rTaq DNA polymerase and 10× buffer (Takara, Dalian, China), and 35 cycles of PCR were performed. To confirm the PCR results, the PCR products were dissected from a gel and purified using MiniBEST Agarose Gel DNA Extraction Kit Ver. 4.0 (Takara, Dalian, China). Sanger sequencing was performed by Sangon Biotech Company (Shanghai, China).

A qRT-PCR experiment was performed to test the expression levels of circRNAs. The qRT-PCR reactions contained 1 μL of diluted cDNA, 400 nM of each primer, 10 μL of the 2× TransStart Tip Green qPCR SuperMix, 0.4 μL of the 50× passive reference dye (TransGen Biotech, Beijing, China), and 7.8 μL of ddH_2_O, for a final volume of 20 μL. The following qRT-PCR program was used: denaturation at 94°C for 30 s, followed by 40 cycles of 94°C for 5 s, 55.5°C for 30 s, and 72°C for 10 s. The divergent primers used in the experiment are shown in Supplementary Table S1. 

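The primer sequences of Supplementary Table S1 were placed on the TAIR10 sequence by exact match. The divergent primers of Ath_circ_FC2295 lay inside the circRNA, which spans chromosome 3 from 17953266 to 17954439 between exon 6 and exon 8 of AT3G48470 (EMB2423), and pointed away from each other at 17953860 to 17953880 and 17953807 to 17953828. Those of Ath_circ_FC4468 lay inside its interval on chloroplast DNA, from 940 to 1219 within the gene psbA (383 to 1444), at 1108 to 1124 and 1062 to 1084. Ath_circ_FC4757 spans chromosome 2 from 2637 to 2946 in AT2G01008. Its divergent forward primer matched at 3 places within 3000 bp of the circRNA, starting at 2476, 2786 and 3096, and its reverse primer at 2, of which 1 lay inside the circRNA from 2767 to 2785. On the reference, the match from 2476 and the match ending at 2785 faced each other. The divergent primers of Ath_circ_FC1408 in AT2G30600 and of Ath_circ_FC2587 in AT4G10340 (LHCB5) each had 1 match nearby, inside the circRNA.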

Amplification results were analyzed using the comparative Ct method, which uses the formula 2^-ΔΔC_T_^. Each qRT-PCR experiment was carried out in three independent biological replicates and the standard errors of the mean among the replicates were calculated. Statistical analysis was conducted using the SPSS Statistics 18.0 software (IBM Corporation, Armonk, NY, United States). The significance of differences between leaves and roots was analyzed using a *t*-test at the probability level of 0.05.

## Results

### Identification of CircRNAs in *A. thaliana*

RNAs were extracted from 14 samples (13 separate samples and 1 mixed sample from seven growth stages) of *A. thaliana*. rRNA and other linear RNA were removed using the Ribo-Zero^TM^ Magnetic Kit (Epicentre, Madison, WI, United States) and Ribonuclease R (Epicentre, Madison, WI, United States), respectively. 

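The 13 separate samples were whole plants at growth stages 1.14, 3.90, 6.50 and 8.00, then roots, stems, leaves, flowers and siliques at stage 6.50, and plants at stage 3.90 without stress or after 12 h with 300 mM mannitol, 200 mM NaCl or 38 °C. For the stress samples, Table 1 gives the aerial part and the methods give whole plants. The mixed sample pooled RNA from whole plants of 7 growth stages. Each condition had 1 library, so no difference between conditions could be compared with a replicate spread, and none between the separate samples was tested. The authors deposited 1 list of circRNAs for all 14 samples, without a column for each sample, and 1 list for the mixed sample alone with its junction read counts. Both lists came from the authors' find_circ calls on TAIR10. Ribonuclease R digests linear RNA and leaves most circular RNA, so back-spliced reads are enriched and say little about the ratio of circular to linear transcripts.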

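The depth of each library is the paper's, from Supplementary Table S2. The 13 separate samples had between 33631742 and 53046125 clean reads, with a median of 40291805, and the mixed sample had 230816378. The table's base totals come to 300 bases for each raw read listed in the separate samples and 126 in the mixed sample, so the numbers of the separate samples count read pairs and are not on the scale of the mixed sample's. In the mixed sample, 8987 back-spliced reads were counted on 1217 circRNAs. The median circRNA of that sample had 4 back-spliced reads.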

The treated RNA samples were deep-sequenced, resulting in a total of 181.97 Gb of data (151.37 Gb from 13 samples and 30.6 Gb from a mixed sample; average sequencing depth reached approximately 106×), and yielding 795.62 million raw reads that uniquely mapped to the reference genome (*Arabidopsis_thaliana* TAIR10.30 ENSEMBL). After filtering out the contaminated and low-quality reads, 763.81 million clean reads (96.00% of the total raw reads) mapped to the reference genome, indicating the relatively high quality of the sequenced samples (Supplementary Table S2).

### Distribution of CircRNAs in the *A. thaliana* Genome

CircRNAs are recognizable based on back-spliced reads in rRNA-depleted RNA sequencing (RibominusSeq) data. RibominusSeq reads were first mapped to the reference and the circRNAs were then predicted using the find_circ program. 

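The list of all 14 samples held 5861 intervals, each with a different combination of chromosome, start, end and strand. The value listed for each circRNA is headed as a mean of junction reads. For all 1217 circRNAs of the mixed sample it equalled that sample's own count. Supplementary Table S9, of which 1998 of 4756 circRNAs were used here, gives the paper's counts in the 13 separate samples, and the listed value equalled their sum for 1954 of these circRNAs. The other 44 were among the 47 of them that the mixed sample has too, where the listed value was the mixed sample's count alone and left out 1508 reads of the separate samples. The largest number left out was 862, at Ath_circ_FC0032 with a listed value of 16. The values were used as numbers of reads, and for circRNAs found in both the mixed and a separate sample they can be too low. They ranged from 2 to 2755, with a median of 5, and 1394 circRNAs (23.8%) had 2 reads. With at least 3 reads required, 4467 circRNAs were left, and with at least 5 reads 2960.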

In total, 5,861 circRNAs were identified from 14 samples of *A. thaliana*, using the strict threshold of at least two unique back-spliced supporting reads, and quantified. Upon comparison with all *A. thaliana* circRNAs from the plant circbase, 4,586 (78.25%) (Supplementary Table S3) of our identified circRNAs were found. Accordingly, the other 1,275 (21.75 %) circRNAs were regarded as candidate novel circRNAs (Supplementary Table S4). 

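The circRNAs outside Supplementary Table S4 were taken as those found in the database, since Supplementary Table S3 was held here only in part. They numbered 4586, carried 47087 back-spliced reads and had a median length of 504 bp. Of these, 3921 (85.5%, Wilson 95% interval 84.5 to 86.5) were listed as exonic, 587 as intergenic and 78 as intronic. Chloroplast DNA held 906 of them and mitochondrial DNA 82. In the mixed sample, 900 were found.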

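The 1275 circRNAs of Supplementary Table S4 carried 7786 back-spliced reads, with a median of 4 against 5 for the others. Their mean log2 number of reads was 2.17 against 2.43, a difference of -0.26 (two-sided permutation test with 100000 permutations, p = 1e-05, the smallest these allow). The difference of the medians, -1 read, was not past the threshold (two-sided permutation test, p = 0.407). Intronic circRNAs made up 11.2% of the set and 1.70% of the others, and 3 of the set lay on chloroplast DNA. The exonic share was 83.8% (Wilson 95% interval 81.7 to 85.8), and the difference from the others was not significant (Fisher's exact test, two-sided, p = 0.142). On the nuclear chromosomes alone the exonic share was 84.1% against 93.3% (Fisher's exact test, two-sided, p = 2.8e-20). Such tests treat circRNAs as independent, although several can come from 1 gene.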

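On the nuclear chromosomes the list held between 702 circRNAs (chromosome 4) and 1260 (chromosome 1). Relative to chromosome length, the numbers were 41.4 circRNAs per Mb on chromosome 1, 41.1 on chromosome 2, 39.9 on chromosome 3, 37.8 on chromosome 4 and 42.7 on chromosome 5. Chloroplast DNA held 909 circRNAs on 154478 bp. Of the 183 circRNAs longer than 10000 bp, 173 lay on chloroplast DNA. The longest was Ath_circ_FC5405 with 98324 bp, from 35973 to 134296, followed by Ath_circ_FC5197 with 96776 bp and Ath_circ_FC4573 with 80756 bp, and these had 4, 5 and 4 back-spliced reads.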

The identified circRNAs were generated from all of the chromosomes, as well as from the mitochondrial and chloroplast genomes (**Figure 1**). However, the circos plot revealed a non-random distribution of circRNAs in the chromosomes. 

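The midpoints of the nuclear circRNAs were counted in 121 bins of 1 Mb. The variance of the counts was 10.7 times their mean. In 10000 random placements of as many circRNAs on the same chromosomes this ratio averaged 1.28 and reached at most 1.91 (one-sided permutation test, p = 0.0001, the smallest 10000 placements allow). When the circRNAs of each parent gene were moved together to a random annotated gene, the ratio averaged 3.16 and reached at most 4.89, against 10.6 for the circRNAs with a parent gene (one-sided permutation test, p = 0.0001, the smallest possible). Counting each parent gene once gave a ratio of 6.87.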

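Across the 116 complete bins of 1 Mb, the median was 40 circRNAs. The bin with the most circRNAs lay on chromosome 1 from 5000001 to 6000000, with 108 circRNAs and 366 annotated genes. Of these 108, 33 came from the gene AT1G15405, and without them the bin would rank below the densest bin of chromosome 2. All 33 were among the circRNAs of the mixed sample. On chromosome 2 the densest bin ran from 13000001 to 14000000 (93 circRNAs). No circRNA had its midpoint on chromosome 3 from 12000001 to 13000000, where 243 genes are annotated, or on chromosome 5 from 11000001 to 12000000, with 197 genes. The emptiest bins of the other chromosomes were 15000001 to 16000000 on chromosome 1 (2 circRNAs), 3000001 to 4000000 on chromosome 2 (3 circRNAs) and 3000001 to 4000000 on chromosome 4 (2 circRNAs).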

Some chromosomal regions lacked circRNAs (**Figure 1**, black arrows), and some regions had a high density of circRNAs (**Figure 1**, red arrows). 

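The number of circRNAs per bin rose with the number of annotated genes. Over the 116 complete bins, Spearman's rho was 0.669 and Pearson's r 0.702 (two-sided permutation tests, p = 1e-05 each, the smallest 100000 permutations allow). Without the 2 bins farthest from the median gene number, rho was 0.653 and r 0.708. With protein-coding genes alone rho was 0.786, the alternative that moved it most upwards, and with bins of 0.5 Mb it was 0.580. Neighbouring bins are not independent replicates. The 11 bins with fewer than 10 circRNAs had a median of 232 genes against 331 in the others. They held 1.41 circRNAs per 100 genes against 13.5 in the others. These bins were picked for their low counts, which lowers their rate by construction. The contrast therefore does not test whether gene number accounts for the low counts. Over all bins, moving parent genes to random annotated genes left less clustering than was seen. The bin on chromosome 2 from 3000001 to 4000000, with 3 circRNAs, had 348 genes, above the median of 327 per bin. Primers of the chloroplast circRNAs Ath_circ_FC0089 and Ath_circ_FC5838 also matched in this bin, at 3331609 and 3331578. It thus holds stretches shared with chloroplast DNA, and what these do to its count was not tested. The paper places the sparse regions around the centromeres and relates them to low gene density and expression.

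**Figure D1:**
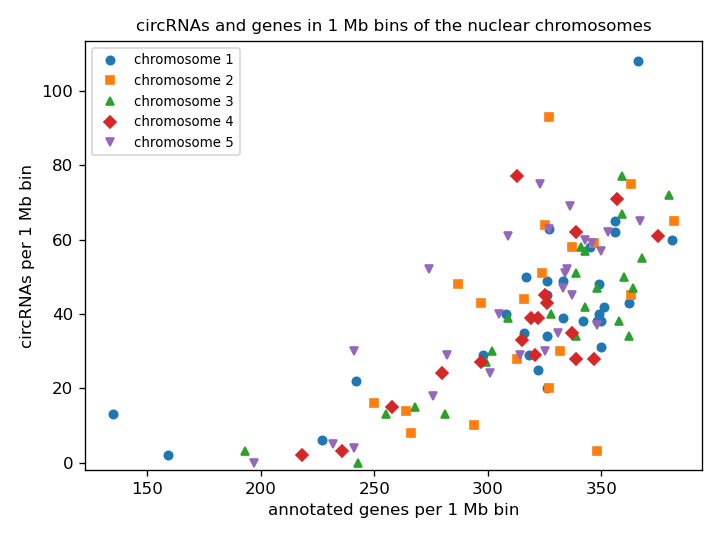
Number of circRNAs (y axis) against number of annotated genes (x axis) in each complete 1 Mb bin of the nuclear chromosomes. Each point is a bin, with a marker for each chromosome, and the 11 bins with fewer than 10 circRNAs lie along the bottom.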

The regions with black arrows were around the centromere (the pericentromeric region), where there were low levels of gene density and gene expression (The Arabidopsis Genome Initiative, 2000). A total of 5,861 circRNAs and 54,873 back-spliced reads were identified. In addition, the numbers of circRNAs and back-spliced reads differed among the chromosomes (**Table 2**). 

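Back-spliced reads were unevenly spread over the circRNAs. The 10 circRNAs with the most reads held 9600 of the 54873 reads (17.5%). By the listed values, the 5 highest were Ath_circ_FC3604 with 2755, Ath_circ_FC3603 with 2080 and Ath_circ_FC3605 with 1689 reads on chromosome 5, Ath_circ_FC4009 with 1575 on mitochondrial DNA and Ath_circ_FC4757 with 413 on chromosome 2. On chloroplast DNA the highest was Ath_circ_FC4758 with 251 reads, from 63455 to 63584. The junction sequence of Ath_circ_FC4757, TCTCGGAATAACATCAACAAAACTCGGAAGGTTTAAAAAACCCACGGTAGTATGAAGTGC, differed by 1 base from a contiguous stretch of the reference from 2607 to 2666.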

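The number of reads for each circRNA was 8.40 on chromosome 1, 8.75 on chromosome 2, 7.89 on chromosome 3, 7.73 on chromosome 4, 13.4 on chromosome 5, 27.5 on mitochondrial and 7.07 on chloroplast DNA. The medians were closer, at 5 reads on chromosomes 1 to 4 and 4 on chromosome 5, mitochondrial and chloroplast DNA. In the mixed sample, whose reads were counted in 1 library, the read share was 21.9% for chromosome 1, 18.3% for chromosome 2, 17.4% for chromosome 5 and 23.6% for chloroplast DNA.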

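The mitochondrial share of the circRNAs was 1.59% (Wilson 95% interval 1.30 to 1.94). The interval covers counting error only. Of the mitochondrial reads, 1575 came from Ath_circ_FC4009, listed as exonic in ATMG00160 from 40596 to 41930. The reference used here carries another mitochondrial sequence than the authors' build, so mitochondrial positions are given as listed and were not set against an annotation.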

There were only 93 circRNAs and 2,560 back-spliced reads on mitochondrial DNA, accounting for about 1.6 and 4.7% of the total numbers of circRNAs and back-spliced reads, respectively. 

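Chromosomes 1 and 5 together held 41.2% of the circRNAs (Wilson 95% interval 39.9 to 42.4), and 49.6% of those on the nuclear chromosomes.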

On chromosome 1 and chromosome 5, 1,260 circRNAs (21.5%) and 1,152 circRNAs (19.6%) were found, respectively. 

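The shares of the remaining nuclear chromosomes were 13.8% for chromosome 2 (Wilson 95% interval 12.9 to 14.7), 16.0% for chromosome 3 (15.1 to 16.9) and 12.0% for chromosome 4 (11.2 to 12.8). Chloroplast DNA held 15.5% (14.6 to 16.5).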

The circRNA numbers on chromosomes 2, 3, and 4, and chloroplast DNA ranged from 702 to 936. In addition, compared with other chromosomes, chromosome 5 had more back-spliced reads (15,420, 28.1%). This indicated that circRNAs are the most abundant on chromosomes 1 and 5, less abundant on chromosomes 2, 3, and 4 and chloroplast DNA, and sparsely distributed on mitochondrial DNA.

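A bootstrap over circRNAs gave a 95% interval of 18.6 to 37.9% for this share, since a few circRNAs carried many of the reads. The circRNAs Ath_circ_FC3603, Ath_circ_FC3604 and Ath_circ_FC3605 held 6524 reads, 42.3% of those on chromosome 5, and all were listed as intergenic. They lie on the minus strand across the tandem genes AT5G38410 (RBCS3B), AT5G38420 (RBCS2B) and AT5G38430 (RBCS1B), which encode the small subunit of RuBisCO. Ath_circ_FC3604 ran from 15378136, the start of an exon of AT5G38410, to 15381717, the end of an exon of AT5G38420. Its junction sequence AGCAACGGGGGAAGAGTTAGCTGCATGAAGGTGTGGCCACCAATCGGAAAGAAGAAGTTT differed by 1 base of 60 from an annotated linear transcript of AT5G38410, and that of Ath_circ_FC3603 by 0 bases. Over these 60 bases the junction sequence of Ath_circ_FC3605 was identical to that of Ath_circ_FC3604. Without these 3 circRNAs the share of chromosome 5 was 18.4% and that of chromosome 1 was 21.9%. They were picked for their reads on chromosome 5, and without the 3 with the most reads on every chromosome the shares were 20.1% and 23.1%.

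**Figure D2:**
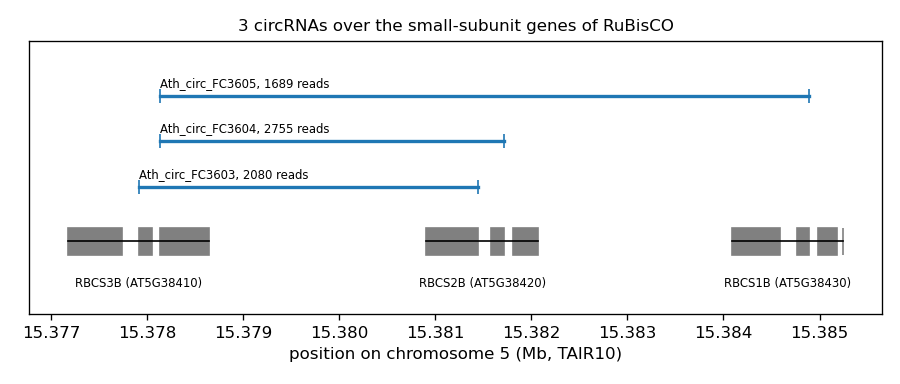
Map of chromosome 5 over the genes RBCS3B, RBCS2B and RBCS1B (x axis, position in Mb). Grey boxes are the exons of 1 transcript of each gene and blue lines the intervals of Ath_circ_FC3603, Ath_circ_FC3604 and Ath_circ_FC3605, each of which starts in one gene and ends in another.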

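In these counts chromosome 1 and chromosome 5 ranked highest by number of circRNAs and chromosome 5 by reads. From the numbers for each chromosome the paper concludes that circRNAs are most abundant on chromosomes 1 and 5 and sparse on mitochondrial DNA.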

**FIGURE 1:**
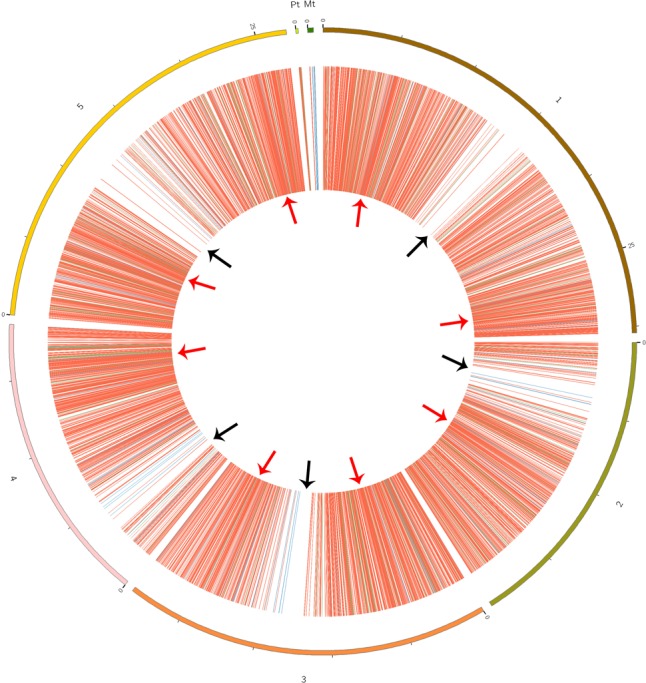
Circos plots showing the identified circRNA distribution in the *Arabidopsis thaliana* genome. Red, green, and blue lines represent exonic, intronic, and intergenic circRNAs, respectively. Red arrows show the genome region with a high density of circRNAs; black arrows show the regions with rare circRNAs.

**Table 2:** Distribution of circRNAs and their reads on different chromosomes in *A. thaliana*.

Chromosome	CircRNAs	Percentage (%)	Reads	Percentage (%)
1	1,260	21.5	10,578	19.3
2	809	13.8	7,078	12.9
3	936	16.0	7,386	13.4
4	702	12.0	5,425	9.9
5	1,152	19.6	15,420	28.1
Mt	93	1.6	2,560	4.7
Pt	909	15.5	6,426	11.7
Total	5,861	100.0	54,873	100.0

*Mt, mitochondria; Pt, chloroplasts*.

### Classification and Conservation of CircRNAs in *A. thaliana*

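The type of each circRNA is the authors' own annotation. The ends of the circRNAs were set against all annotated exon boundaries of the reference, whose nuclear and chloroplast sequences are those of TAIR10, after adding 1 to the listed start. Of 4954 nuclear and chloroplast circRNAs listed as exonic, 2902 (58.6%, Wilson 95% interval 57.2 to 59.9) had both ends on annotated exon boundaries, 354 had 1 end and 1698 had none. On the nuclear chromosomes the share was 65.7% (64.3 to 67.1). On chloroplast DNA it was 0 of 536, with an upper limit of 0.712%. Chloroplast protein-coding genes are annotated without exons, so the ends of their coding segments were used. For psbA this is 1 segment from 383 to 1444. Ends inside such a gene could hardly match, so the 0 says little about splicing there. The shares over all exonic circRNAs include these 536. The share was 39.3% in the mixed sample and 64.1% outside it. A tolerance of 5 bp gave 59.3%.

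**Figure D3:**
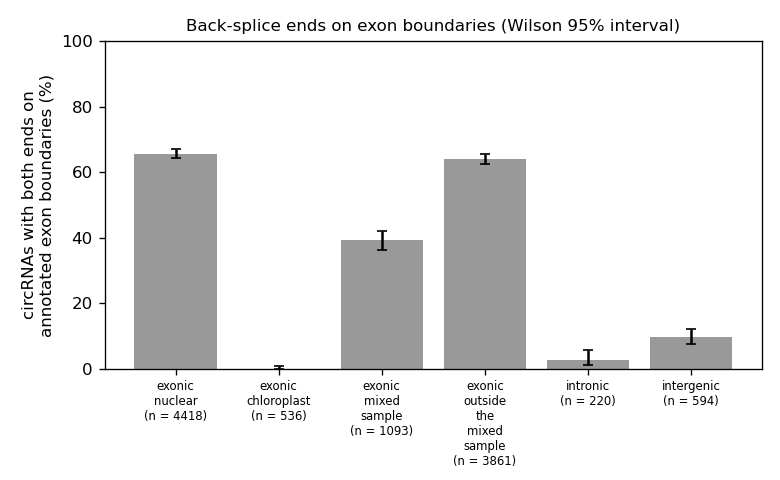
Share of circRNAs with both ends on annotated exon boundaries (y axis, percent) by group (x axis), with the number of circRNAs in each group. Error bars are Wilson 95% intervals, and the bars run from 0% for exonic chloroplast to 65.7% for exonic nuclear circRNAs. For chloroplast protein-coding genes the boundaries are the ends of coding segments, which few ends could match.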

Among the identified circRNAs, 4,990 (85.1%) were generated from exons of a protein-coding gene, that is, they were exonic circRNAs, meaning that both back-splice sites coincided with known exonic boundaries. 

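Of the circRNAs listed as intergenic, 360 (55.4%) lay on chloroplast DNA, 56 on mitochondrial DNA and 234 on the nuclear chromosomes. They carried 22.9% of all back-spliced reads. Among the nuclear ones, 48 (20.5%) had their ends in different annotated genes. The junction sequence of 41 of these 234 was also found, with up to 3 of 60 bases differing, in an annotated linear transcript or a contiguous stretch of the genome, and these 41 held 76.0% of the nuclear intergenic reads. Of their 7478 reads, 6524 came from Ath_circ_FC3603, Ath_circ_FC3604 and Ath_circ_FC3605.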

A total of 650 circRNAs (11.1%) were derived from intergenic regions. Furthermore, only 221 (3.8%) of the circRNAs were generated by introns (Supplementary Table S5). These results indicated that circRNAs in *A. thaliana* were generated from different genomic regions (**Figure 1**) and mainly from coding regions. Additionally, we also found that most parent genes (2,546) could produce more than one circRNA, while other parent genes (770) produced only one circRNA (Supplementary Table S6).

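The intronic circRNAs had a median of 6 back-spliced reads and a median length of 301 bp. For the exonic circRNAs the medians were 5 reads and 452 bp, and for the intergenic ones 4 reads and 757 bp. Of the intronic circRNAs, 207 lay on the nuclear chromosomes and 143 were in Supplementary Table S4.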

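The exonic share was 85.1% of circRNAs (Wilson 95% interval 84.2 to 86.0) and 90.9% on the nuclear chromosomes alone. Weighted by back-spliced reads it was 73.5%. From the number of each type, the paper concludes that circRNAs come from different genomic regions and mainly from coding regions.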

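The gene listed for each circRNA was counted once for each circRNA. The 5211 circRNAs with a listed gene came from 3313 parent genes, of which 853 (25.7%, Wilson 95% interval 24.3 to 27.3) had more than 1 circRNA and 2460 had 1. The 853 genes produced 2751 circRNAs. More than 5 circRNAs were listed for 44 genes. The most were listed for ATCG00020, with 330 circRNAs and 2448 reads on chloroplast DNA, where the gene overlapped by its median interval is psbA. Of these 330, 195 were listed on the plus strand, opposite to psbA, and 44 were in the mixed sample. AT1G15405, annotated as a non-coding RNA on chromosome 1 from 5297875 to 5298166, had 33, of which 29 were listed on the strand opposite to the gene. All 33 were among the circRNAs of the mixed sample, which is 1 library. ATCG00490 had 32, ATCG00640 had 30 and ATCG00280 had 26. In the mixed sample were 14, 30 and 6 of these. With at least 5 reads required, 339 genes had more than 1 circRNA.

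**Figure D4:**
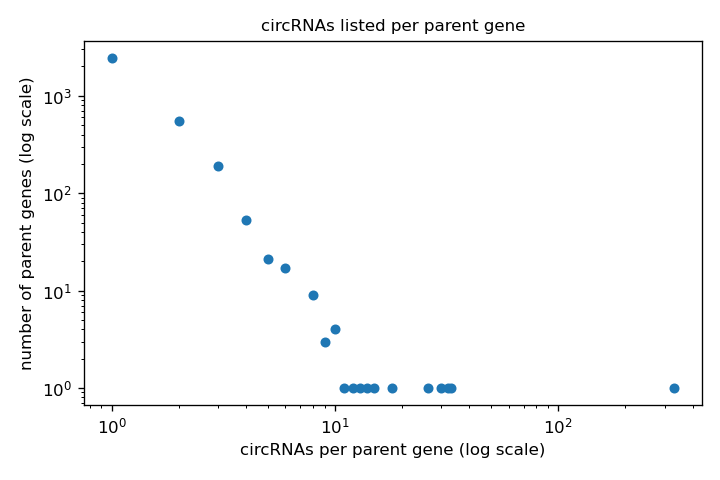
Number of parent genes (y axis, log scale) by number of circRNAs listed for each (x axis, log scale). Each point is a number of circRNAs per gene, from the 2460 genes with 1 circRNA at the left to ATCG00020 with 330 at the right.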

We further performed reciprocal BLAST analysis to evaluate the conservation of circRNAs, and found that 2,364 and 494 identified circRNAs of *A. thaliana* had sequence similarity with 1,231 and 188 identified circRNAs from *O. sativa* and *S. lycopersicum*, respectively (BlastN, word_size 5, *E* < 1e^-5^). Moreover, 23 and 51 circRNAs also shared sequence similarity with 8 and 37 identified circRNAs from *H. vulgare* and *Z. mays*. In addition, there were 404 circRNAs possessing similar sequences in *A. thaliana*, *O. sativa*, and *S. lycopersicum* (Supplementary Table S7). 

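The paper's lists of similar circRNAs were set against the deposited list. The tomato list was complete, with 494 circRNAs of A. thaliana, of which 175 (35.4%, Wilson 95% interval 31.3 to 39.7) came from chloroplast or mitochondrial DNA, against 15.4% of all other circRNAs (odds ratio 3.01, Fisher's exact test, two-sided, p = 4.6e-25). Among circRNAs of up to 10000 bp the relation was the other way round, with 14 of 330 (4.24%) against 15.2% (Fisher's exact test, two-sided, p = 8.8e-10). Of the rice list, 1997 of the paper's 2364 circRNAs were held here, with 1096 of the paper's 1231 rice circRNAs, so no set test was run on it, and 572 of these lay on chloroplast DNA.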

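The barley list held 22 circRNAs here, similar to 7 of barley, against the paper's 23 and 8. Of the 22, 10 lay on mitochondrial DNA, 12 on the nuclear chromosomes and 12 were listed as intergenic. The maize list held 36 circRNAs of maize against the paper's 37. Its 51 circRNAs of A. thaliana were all nuclear and exonic, from 35 parent genes, with a median length of 365 bp. The median number of back-spliced reads was 9 for the barley and 6 for the maize list.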

Interestingly, six circRNAs (Ath_circ_FC1780, Ath_circ_FC3573, Ath_circ_FC3780, Ath_circ_FC1779, Ath_circ_FC1980, and Ath_circ_FC3745) were found in three other species (*O. sativa*, *S. lycopersicum*, and *Z. mays*). These results suggested that the sequences of some circRNAs are conserved among different plant species.

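Ath_circ_FC1780 and Ath_circ_FC1779 overlap in exon 2 of AT3G02450 on chromosome 3, from 503585 to 503908 and to 503904, and had 3 and 17 back-spliced reads. The reference describes the product of AT3G02450 by the name cell division protein ftsH. Ath_circ_FC3573 joins the end of exon 7 to the start of exon 4 of AT5G35630 (GS2, glutamine synthetase) from 13831769 to 13832391 on chromosome 5 and had 2 reads. Ath_circ_FC3780 covers exons 6 to 11 of AT5G53170 (FTSH11) from 21564770 to 21565896 and had 6 reads. Ath_circ_FC1980 covers exons 4 to 6 of AT3G14415 (GOX2) from 4819139 to 4819583, with 2 reads, and Ath_circ_FC3745 is exon 2 of AT5G50920 (CLPC1) from 20719227 to 20719806, with 3 reads. None of these was among the circRNAs of the mixed sample.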

### Functional Annotation Analysis of Parent Genes of CircRNAs in *A. thaliana*

Functional annotation analysis was performed to evaluate the potential functions of the parent genes of circRNAs. GO categories were assigned to the parent genes of circRNAs, and the genes were classified into three GO categories: cellular component, biological process, and molecular function (**Figure 2A**). In the biological process category, some important GO subcategories such as “developmental process,” “reproduction,” and “response to stimulus” were annotated. In the molecular function category, the “antioxidant activity,” “electron carrier activity,” and “signal transducer activity” subcategories were also annotated. The biological interpretations of the circRNA parent genes were further analyzed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database. 

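Parent genes were compared with all annotated protein-coding genes by words in the reference's gene descriptions, since GO and KEGG assignments were not used here. Of 3216 protein-coding parent genes, 18 had a description of photosynthesis (odds ratio 2.24, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.00738 over 5 sets), and 23 one of the spliceosome (odds ratio 3.12, Fisher's exact test, two-sided, adjusted p = 5.6e-05). Ribosomal proteins were not significantly different, with 18 genes (odds ratio 1.14, Fisher's exact test, two-sided, adjusted p = 0.595). The 27562 genes compared with include organelle genes, while no organelle gene was among the matched protein-coding parent genes. Against the 27444 nuclear genes the odds ratio was 3.49 for photosynthesis (Fisher's exact test, two-sided, adjusted p = 9.3e-05) and 1.54 for ribosomal proteins (Fisher's exact test, two-sided, adjusted p = 0.0958). Kinases had an odds ratio of 1.49 (Fisher's exact test, two-sided, adjusted p = 2.1e-06) and transcription factors 0.711 (Fisher's exact test, two-sided, adjusted p = 0.0969). Parent genes had a median of 9 exons against 3 in the other genes. Against genes with at least 2 exons the odds ratio of the spliceosome was 2.91.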

As shown in **Figure 2B**, the most highly represented pathways included biosynthesis of amino acids, ribosome, spliceosome, protein processing in endoplasmic reticulum, photosynthesis, and carbon metabolism, implying that many parent genes of circRNAs in *A. thaliana* are involved in protein synthesis and processing, photosynthesis, and carbon metabolism.

**FIGURE 2:**
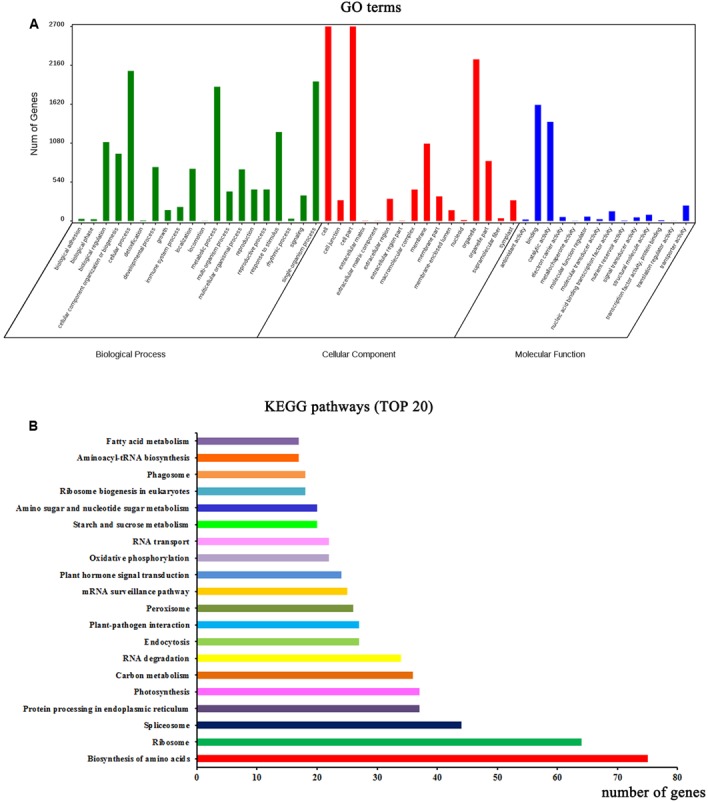
Functional annotations of parent genes (protein-based genes) of circRNAs. **(A)** Gene ontology (GO) classifications of parent genes of circRNAs. **(B)** The top 20 enriched KEGG pathways of circRNA parent genes.

### Prediction of miRNA Target Sites in CircRNAs

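Supplementary Table S8 lists 39 circRNAs, which is 0.665% of the list (Wilson 95% interval 0.487 to 0.908). Of these, 33 were exonic, 5 intergenic and 1 intronic, and none came from chloroplast or mitochondrial DNA. Their back-spliced reads had a median of 5 and reached 39, and 10 had 2 reads. They were longer than the other circRNAs, with a median of 627 against 449 bp, a difference in mean log10 length of 0.171 (two-sided permutation test, p = 0.0269). On the nuclear chromosomes, which hold all 39, the difference was 0.204 (two-sided permutation test, p = 0.00025). Over the whole list it was 0.197 without Ath_circ_FC3355, Ath_circ_FC1520 and Ath_circ_FC0914 (two-sided permutation test, p = 0.0143) and 0.110 without all 6 that the article names (two-sided permutation test, p = 0.183), of which Ath_circ_FC2235 and Ath_circ_FC5684 have 21190 and 17594 bp. With at least 5 reads required the difference was 0.166 (two-sided permutation test, p = 0.0627), and outside the mixed sample, whose circRNAs were shorter, it was 0.0422 (two-sided permutation test, p = 0.577).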

To determine whether circRNAs in *A. thaliana* could affect post-transcriptional regulation by binding to miRNAs and preventing them from regulating their target mRNAs, we identified miRNA target sites in circRNAs in *A. thaliana*, and found that 39 of 5,861 (0.67%) circRNAs had putative miRNA-binding sites (Supplementary Table S8). Of these 39 circRNAs, 9 had more than one different miRNA-binding site, and the greatest number of miRNA-binding sites (188) was found in Ath_circ_FC3355 (**Figure 3A**). 

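Ath_circ_FC3355 lies on chromosome 5 from 5935204 to 5935735 in AT5G17920 (ATMS1) and had 9 back-spliced reads. Ath_circ_FC1520 lies on chromosome 2 from 15145407 to 15145616 in AT2G36070 (TIM44-2) and had 6. Ath_circ_FC0914 lies on chromosome 1 from 25597160 to 25597612, on the strand opposite to its gene AT1G68290 (ENDO2), and had 9. None of these circRNAs had an end on an annotated exon boundary. The junction sequence of Ath_circ_FC3355 was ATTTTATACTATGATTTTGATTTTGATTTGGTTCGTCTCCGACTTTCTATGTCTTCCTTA.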

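Ath_circ_FC0322 lies on chromosome 1 from 4181853 to 4182900, is listed as intergenic, although it overlaps 2 annotated genes of the reference, and had 2 back-spliced reads. Ath_circ_FC2235, also listed as intergenic, spans 21190 bp of chromosome 3 from 15779174 to 15800363 and had 18 reads. The interval overlaps 7 annotated genes. Ath_circ_FC5684 spans 17594 bp of chromosome 3 from 10010254 to 10027847, over 5 annotated genes, and had 2 reads, both in the mixed sample.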

Three circRNAs (Ath_circ_FC0322, Ath_circ_FC2235, and Ath_circ_FC5684) with the miRNA target sites and their pairing miRNA sequences are shown in **Figures 3B–D**. Most of the sequences of circRNAs and their miRNA target sites completely matched. In addition, we analyzed the numbers of circRNA with potential target sites for each miRNA. The results showed ath-miR5021 binding to 14 circRNAs, ath-miR414 binding to 13 circRNAs, and ath-miR5658 binding to 9 circRNAs (Supplementary Table S8). This indicated that some circRNAs in *A. thaliana* have many potential miRNA binding sites, and may be able to affect the post-transcriptional regulation of various genes.

**FIGURE 3:**
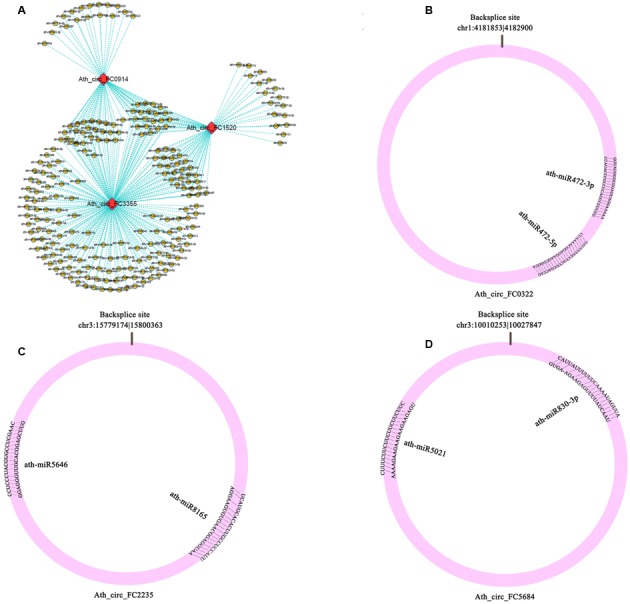
Potential interaction networks of miRNAs and circRNAs. **(A)** Relationship between circRNAs (Ath_circ_FC0914, Ath_circ_FC1520, and Ath_circ_FC3355) and their binding miRNAs. **(B–D)** Schema diagrams show the pairing of each circRNA sequence and the sequence of its targets (Ath_circ_FC0322: ath-miR472-3p, ath-miR472-5p; Ath_circ_FC2235: ath-miR8165, ath-miR5646; and Ath_circ_FC5684: ath-miR830-3p, ath-miR5021).

### Validation of CircRNAs in *A. thaliana*

To confirm our identification of circRNAs, five randomly selected circRNAs were used in experimental validation using reverse transcription PCR and Sanger sequencing. A set of divergent primers (Supplementary Table S1) was designed for each circRNA and used to amplify both cDNA and genomic DNA. It was expected that positive and negative results of amplification would be obtained for cDNA and genomic DNA, respectively (**Figure 4A**). As a control, convergent primers that should amplify the linear mRNAs were also designed for each circRNA used in verification. The amplified PCR products using divergent primers were sequenced to confirm the presence of the back-spliced junctions. As a result, three circRNAs were validated (Ath_circ_FC4757, Ath_circ_FC4468, and Ath_circ_FC2295) (**Figure 4B**).

**FIGURE 4:**
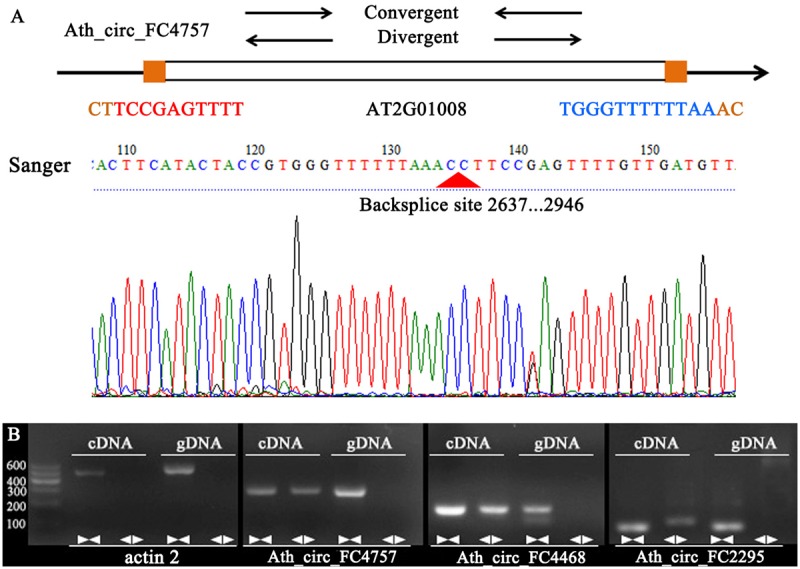
Various experimental strategies validated the circRNAs in *A. thaliana*. **(A)** A representative example of *A. thaliana* circRNAs (Ath_circ_FC4757) showing the validation strategy. Divergent and convergent primers were designed to detect circRNAs, while divergent primers were designed using the “out-facing” strategy. Sanger sequencing further confirmed head-to-tail back-splicing. **(B)** Divergent primers successfully amplified Ath_circ_FC4757, Ath_circ_FC4468, and Ath_circ_FC2295 in cDNA, but failed to do so in genomic DNA. Convergent primers worked on both cDNA and genomic DNA. actin 2: linear control.

In addition, we tested the expression levels of 10 selected circRNAs at different growth stages using qRT-PCR. The results showed that these circRNAs at different growth stages had diverse expression patterns. For example, the expression level of Ath_circ_FC1408 increased from growth stages 1.04 to 3.90 and then decreased at growth stage 5.10. In addition, the peak value occurred at growth stage 6.50 whereas the lowest value was at growth stage 8.00 (**Figure 5A**). Moreover, we selected two circRNAs (Ath_circ_FC4468 and Ath_circ_FC5838) with parent genes related to photosynthesis to test their expression levels in leaves and roots. As shown in **Figures 5B,C**, both of the two circRNAs, as well as their parent genes, were expressed more highly in leaves than in roots.

**FIGURE 5:**
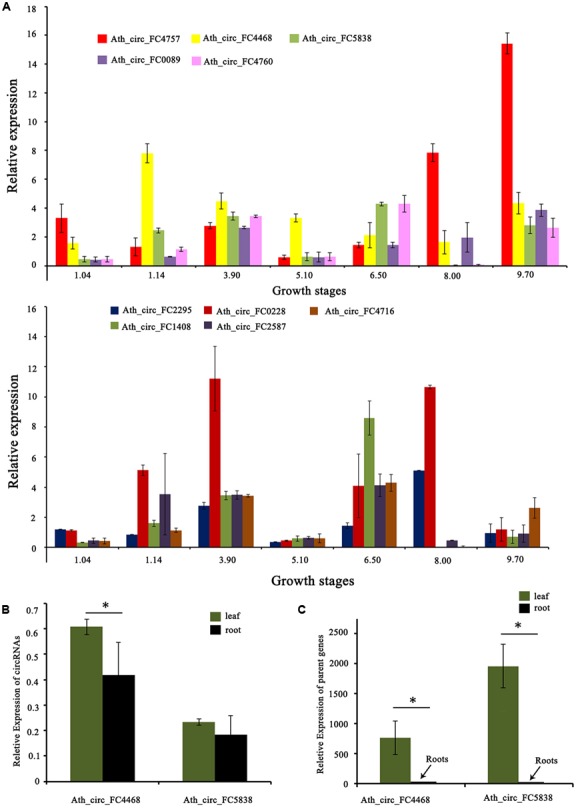
Expression of circRNAs and their parent genes at different developmental stages or in various organs. **(A)** qRT-PCR shows the different expression levels of 10 circRNAs at seven growth stages. **(B)** qRT-PCR shows the different expression levels of Ath_circ_FC4468 and Ath_circ_FC5838 in leaf and root, respectively. **(C)** The different expression levels of the corresponding parent genes of Ath_circ_FC4468 and Ath_circ_FC5838 in leaf and root, respectively. The *y*-axes show relative expression levels analyzed by qRT-PCR. Columns and error bars indicate means and standard deviations of relative expression levels (*n* = 3), respectively. Significant difference (*p* < 0.05) between leaf and root was also evaluated. ^∗^ represents *p* < 0.05.

## Discussion

The expression of some circRNAs is often cell-type, tissue-, and developmental-stage-specific, suggesting that circRNAs are important functional molecules (Dang et al., 2016; Gao et al., 2016). Thousands of circRNAs have been identified in mammals, fish, worms, insects, fungi, protists, and human (Danan et al., 2012; Salzman et al., 2012; Memczak et al., 2013; Zhang et al., 2013; Wang et al., 2014; Dang et al., 2016), and this number is rapidly increasing. In plants, circRNAs in *A. thaliana*, *O. sativa*, tomato, and wheat were predicted from public RNA sequencing data or RNA extracted from a plant at a particular stage of development (Lu et al., 2015; Ye et al., 2015; Zuo et al., 2016; Wang et al., 2017). Here, we report genome-wide identification and analysis of circRNAs from 14 ssRNA-seq libraries for RNA samples from four different growth stages, five organs, and four stress treatments, as well as a mixed RNA sample in *A. thaliana*. We obtained 5,861 circRNAs including 1,275 novel ones. Our data demonstrate the presence of circRNAs over the whole of the genome of *A. thaliana* and provide important complementary plant circRNAs for further classification, analysis of their properties, and functional research. In addition, sequence conservation analysis among four species suggested that the conservation of circRNAs in plants is probably widespread.

CircRNAs are primarily derived from the exons of protein-coding genes, although they can also arise from intronic, intergenic, and untranslated regions, ncRNA loci, and from locations antisense to known transcripts (Jeck et al., 2013; Memczak et al., 2013; Ye et al., 2015). In our study, the predicted circRNAs were predominantly exonic circRNAs. As the exonic circRNAs and their parent genes exhibit significant positive correlations in their expression levels, this could be a result of *cis*-transcriptional promotion of circRNAs on their parent genes (Li et al., 2015). This suggests that the non-random distribution of circRNAs on different chromosomes is associated with gene activity, especially in the pericentromeric region. In addition, exonic circRNAs may be subject to splicing in order to remove the intervening introns either before or after circularization. However, new research has demonstrated that EIciRNAs are specified by the presence of a retained intron, and can interact with U1 small nuclear ribonucleoproteins and enhance the expression of their parent genes (Li et al., 2015). Studies in rice have shown that multiple circRNAs can originate from a single gene (Lu et al., 2015). In this study, there were also multiple circRNAs from one parent gene, indicating that alternative back-splicing also occurs in *A. thaliana*. In addition, the emergence of different types of circRNA is also associated with alternative splicing (Zhang et al., 2014; Gao et al., 2016). As the alternative splicing events in circRNAs are not consistent with the corresponding mRNAs (Gao et al., 2016); therefore, the biogenesis, regulation, and function of these alternatively spliced circRNAs in plants are worthy of further study.

Many studies have reported that some circRNAs are conserved across species. For example, Jeck et al. (2013) identified 69 murine circRNAs in precisely orthologous locations to human cirRNAs. Similarly, recent study reported almost 600 circRNAs in which genomic location in human were overlapped with the syntenic region in mouse (Legnini et al., 2017). In addition, the exonic sequences known to circularize seem to be more conserved at the third codon position (Ebbesen et al., 2016). These results indicated that some circRNAs in mammal are stable and conserved. In plants, Ye et al. (2015) firstly explored the conservation of circRNAs in two model plants, *O. sativa* and *A. thaliana*, and identified more than 300 orthologous parent genes generating circRNAs from a similar position, implying that plant circRNAs have the conservation feature as in animals. More recently, a study on soybean circRNAs found that 551 parent gene pairs producing exonic circRNAs among *O. sativa*, *A. thaliana*, and soybean were orthologs (Zhao et al., 2017). In our study, we found 404 identified circRNAs derived from 190 parent genes in *A. thaliana* have sequence similarity with those in *O. sativa* and *S. lycopersicum*. Also, six identified circRNAs in *A. thaliana*, *O. sativa*, *S. lycopersicum*, and *Z. mays* showed sequence similarity. These results suggested the sequence conservation of circRNAs may exist widely across plant species. However, the orthologous parent genes producing circRNAs from orthologous splice donor and splice acceptor sites of identical exons in a broader plant species, and particularly the potential function of these conserved circRNAs need further study in the plant kingdom.

Previous research has indicated that circRNAs can regulate transcription and circRNA production may occur post-transcriptionally (Liang and Wilusz, 2014). Chao et al. (1998) first proposed that the formation of circRNAs traps the transcripts arising from the linear gene in a nonfunctional form and prevents the existence of certain normal linear transcripts that could be translated. Thus, circRNAs can act as an “mRNA trap” by sequestering the translation start site, leaving a non-coding linear transcript and thereby reducing the expression level of the parent genes (Jeck and Sharpless, 2014). These results suggest a potential role for plant circRNAs in the regulation of their parent genes. To understand further the regulation of circRNA transcription in *A. thaliana*, GO and KEGG analyses were performed to annotate the biological functions of the parent genes of circRNAs. We noted that some important functions related to developmental processes, reproduction, responses to stimuli, protein synthesis, photosynthesis, and carbon metabolism were annotated in the GO and KEGG databases. These results suggest that these circRNAs generated from these parent genes might be also involved in many fundamental metabolic processes in plant growth, development, and reproduction. This is reasonable as gene expression is readily affected by developmental processes and the environment, and plant circRNAs display diverse expression patterns (Ye et al., 2015). According to previous reports (Lu et al., 2015; Ye et al., 2015; Wang et al., 2017) and the present study (**Table 2**), although a large number of back-splicing sites could be identified, far fewer circRNAs were obtained. In addition, the expression of circRNAs at different developmental stages or different organs displayed rapid changes and variations, and the co-expression of circRNAs at different stages and in different tissues is very limited (Supplementary Table S9). Therefore, it is difficult to determine the developmental stage- and tissue-specific circRNAs, even if biological replicates are used.

There is a regulatory mechanism called endogenous target mimicry (eTM), which involves binding to the corresponding miRNAs to block the binding of a specific transcript, leading to an increase in mRNA expression (Karakülah et al., 2016). Previous studies in plants have reported that lncRNAs could bind to miRNAs as target mimics (Franco-Zorrilla et al., 2007). Although circRNAs are not linear like lncRNAs, a small proportion of plant circRNAs was potential target mimics of miRNAs because the genomic regions that produce circRNAs contain miRNA binding sites (Ye et al., 2015; Wang et al., 2017). This mechanism is similar to miRNA sponges in animals in that circRNAs can act as decoys for miRNAs to regulate gene expression at the epigenetic level (Hansen et al., 2013; Memczak et al., 2013). In mouse, *Sry* circRNA harboring 16 putative binding sites acted as an inhibitor of miR138, and ciRS-7 could suppress miR-7 activity, suggesting circRNAs as miRNA sponges (Hansen et al., 2013). This sponge effect was also found in *Drosophila* that highly conserved miRNA binding sites could overlap with circRNA production (Westholm et al., 2014). Although in plants many miRNA binding sites within circRNAs have been predicted, no direct evidence has proved that circRNAs act as miRNA sponges (Lu et al., 2015; Ye et al., 2015; Wang et al., 2017). For example, in soybeans, 2,134 circRNAs contained predicted binding sites for 92 miRNAs (Zhao et al., 2017), and 1,861 circRNAs from PlantcircBase were predicted as putative miRNA sponges (Chu et al., 2017). In this study, we found that 39 circRNAs had putative miRNA-binding sites, and the number of miRNA-binding sites among circRNAs varies considerably, suggesting that some circRNAs are potential miRNA targets in *A. thaliana*. This indicated that plant circRNAs might play roles in gene expression regulation by interacting with miRNAs. For example, miR172 plays a crucial role in regulating the transitions between developmental stages and in specifying floral organ identity, as well as in regulating legume–rhizobia nitrogen-fixing symbiosis (Zhu et al., 2009; Zhu and Helliwell, 2011; Íñiguez et al., 2015). Furthermore, a circRNA has been predicted to be a target mimic of miR172 in rice and tomato (Lu et al., 2015; Zuo et al., 2016). In our results, three circRNAs were also found to have miR172 binding sites, indicating that the circRNAs interacting with miRNAs to regulate gene expression may be conserved in plants.

Most circRNAs were considered to be non-coding RNAs. Recently, Yang et al. (2017) reported that m6A-driven translation of circRNAs is widespread in human cells, with hundreds of endogenous circRNAs having translation potential. Moreover, a circRNA (circ-ZNF609) containing an open-reading frame can be translated into a protein, providing an example of a protein-coding circRNA in murine and human myoblasts (Legnini et al., 2017). It was also reported in fly that a group of circRNAs is associated with translating ribosomes and that a circRNA generated from the muscleblind locus encodes a protein (Pamudurti et al., 2017). Thus, it appears that circRNA translation is widespread in eukaryotes. In our study, we found that most of the identified circRNAs were derived from exons (85.16%), raising the intriguing possibility of circRNA translation to produce proteins. Therefore, the issues of how circRNAs are translated and which functions circRNA-coding proteins have in plants might be promising research areas warranting further investigation.

## Author Contributions

GC and BJ designed the research. GC, JC, ZL, and LW performed the research; GC, YZ, and BJ analyzed the data. GC and BJ wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Genome-Wide Identification of Circular RNAs in Arabidopsis thaliana
**Source:** Front Plant Sci. 2017 Sep 27;8:1678. doi: 10.3389/fpls.2017.01678
**Supplement:** Supplementary file 1

**Supplementary Table 1. Primer list of validated circRNAs.**

| No. | Name of circRNA | Divergent primers | Convergent primers |
| --- | --- | --- | --- |
| 1 | Ath_circ_FC4757 | F: GGCGTGCTTCGTTGGAA  R: CATCCAACCTAGGCGAGAC | F: CCTTCCGAGTTTTGTTGATG  R: GTTTAAAAAACCCACGGTAGTATGA |
| 2 | Ath_circ_FC4468 | F: CATAAGGACCGCCGTTG R: CTTGGTGTAGCTTGTTATATGGG | F: CGCATACCCAGACGGAAACT  R: ATGGCTATACAACGGCGGTC |
| 3 | Ath_circ_FC2295 | F: AAGCAGTGACAGATCCGTATG R: GTCCAACTGAAATGTATCCACC | F: CACCTCATGTCCTAGCTCAAGTT  R: CGGATCTGTCACTGCTTCC |
| 4 | Ath_circ_FC1408 | F: CTAGCTGACCGGTTTGGAGTT  R: CTTGTGAGCAGGGACATCCA |  |
| 5 | Ath_circ_FC2587 | F: AGATCCCAGAGTACTTAAACGGT R: ATCCAAAAGACCATCAGGCAAG |  |
| 6 | Ath_circ_FC0228 | F: CCATTTGTGTATAAACATCTCGG  R:CTTTGCGCTATTGGCCC |  |
| 7 | Ath_circ_FC0089 | F: AGGGAAGTTGTGAGCATTACG  R: CGAGCAATATAAGCCTTCTTGG |  |
| 8 | Ath_circ_FC4760 | F: AGTGGCGTCGAGCTGTGAT  R:CAATAAGTTGGTGGAACACTGGCT |  |
| 9 | Ath_circ_FC4716 | F: GATCCGTCCACTGCTGAGAG  R: ACGTCGAGCTCAGTAACGTG |  |
| 10 | Ath_circ_FC5838 | F: CATACCAAGGTTAGCACGGTTA  R: TGCTGTTGAGGCTCCATCTA |  |
| 11 | Actin2 | F: TCCTTCTGGTTCATCCCAAC  R：GCAGAGCGGGAAATTGTAAG |  |

# Supplementary material for: Genome-Wide Identification of Circular RNAs in Arabidopsis thaliana
**Source:** Front Plant Sci. 2017 Sep 27;8:1678. doi: 10.3389/fpls.2017.01678
**Supplement:** Supplementary file 5

| Type | 1 | | 2 | 3 | 4 | 5 | Mt | Pt | Sum |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Exonic | | 1143 | 724 | 855 | 644 | 1052 | 36 | 536 | 4990 |
| Intronic | | 53 | 42 | 36 | 27 | 49 | 1 | 13 | 221 |
| Intergenic | | 64 | 43 | 45 | 31 | 51 | 56 | 360 | 650 |
| Sum | | 1260 | 809 | 936 | 702 | 1152 | 93 | 909 | 5861 |

**Table S 5** Types of circRNAs in different chromosomes, mitochondria and chloroplasts of *A. thaliana*

Mt: mitochondria, Pt: chloroplasts

How the deposited data were processed for this re-analysis (not part of the article)

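RNA of A. thaliana depleted of ribosomal and linear RNA was sequenced in 14 samples, 13 separate samples and 1 mixed sample, with 1 library for each condition. The authors filtered the reads with the NGS QC Toolkit, aligned them to TAIR10 with TopHat2 and called back-spliced junctions with find_circ, keeping those with at least 2 reads. They deposited a list of 5861 circRNAs for all 14 samples and a list of 1217 for the mixed sample. In the mixed sample's list the authors gave the count of back-spliced reads for each circRNA, without normalization, beside the same number scaled to sequencing depth, which was not used. In the list of all samples the authors gave 1 score for each circRNA, headed as a mean of junction reads and made of whole numbers. It equalled the mixed sample's count for the circRNAs of that sample and, for 1954 of the 1998 circRNAs of Supplementary Table S9 used here, the sum over the 13 separate samples. The 44 others were also in the mixed sample, and their score left out the reads of the separate samples. It was used as a number of reads. The deposited lists gave no value for each separate sample. Supplementary Table S9 gives such counts, but it was held in part and each condition had 1 library. No separate sample was therefore compared with another. The circRNAs of the mixed sample were compared with those outside it.

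The listed length equalled the end minus the start for all 5861 circRNAs, so the start counts from 0, and 1 was added to it. The reference was TAIR10.1, whose nuclear and chloroplast sequences are those of TAIR10. Its mitochondrial sequence is another one and was not used. Of 3313 parent genes, 3238 were matched to the reference by identifier, and 75 were not, among them those of the chloroplast genes with the most circRNAs. Exon boundaries were those of all annotated transcripts. Chloroplast protein-coding genes are annotated without exons, and the ends of their coding segments were used instead.

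Shares are given with Wilson 95% intervals, which cover counting error only, and the read share of chromosome 5 with a bootstrap of 10000 draws over circRNAs. Clustering along the chromosomes was tested with 10000 random placements, correlations and differences of means with 100000 permutations, and shares with Fisher's exact test, two-sided. Several circRNAs can come from 1 gene, and neighbouring bins share properties, so neither are independent replicates. Sequences of 60 bases across each junction, 30 from either side, were searched with blastn 2.17.0 against the genome and the annotated transcripts, without gaps, and a match had at most 3 differing bases. Repeats shared by the ends were compared with 100 random pairings of the same ends. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

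The calculations were tested on simulated data. Of 100 simulated sets of reads with a shift, 100 were called, and 7 of 100 without one. The numbers were 100 and 3 of 100 for correlations, 100 and 8 of 100 for placements, and 100 and 2 of 100 for shares. All 1000 simulated circRNAs on exon boundaries were recovered, and 0 of 1000 that had been moved off them were called. The junction search found 500 of 500 simulated linear junctions and 0 of 500 simulated back-splices.

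The alternatives set before the data were examined included distinct intervals, at least 3 or 5 reads, a length of at most 10000 bp, the nuclear chromosomes only, other bin sizes, tolerances of 2 and 5 bp at exon boundaries, weighting by reads, medians in place of means and other gene sets. Others were added afterwards and are named with the results. Named circRNAs were those the article or Supplementary Table S1 names, the 5 with the most reads, the highest on chromosome 5, mitochondrial and chloroplast DNA, the 3 longest, and the 5 parent genes with the most circRNAs. Supplementary Tables S3, S7 (rice) and S9 were held in part and entered no set test. The qRT-PCR results were not analysed here.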

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

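The test of a looser prediction and the comparison with locally drawn pairs of splice signals were chosen only after the results were seen.

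The mixed sample's list gives miRNAs for 856 of its 1217 circRNAs (70.3%, Wilson 95% interval 67.7 to 72.8), a column the article does not report on, while Supplementary Table S8 holds 39 circRNAs of all samples. The 4 circRNAs present in both had a miRNA in common. Outside Supplementary Table S8, 852 of 1213 circRNAs (70.2%) had a listed miRNA. Nearly all circRNAs of the mixed sample lie outside that table, so this share repeats the first and does not test a prediction made with looser rules than the article's, which stays open. Circular RNAs with a listed miRNA were longer, with a difference in mean log10 length of 0.217 (two-sided permutation test, p = 1e-05, the smallest 100000 permutations allow), so longer sequences holding more sites by chance may be part of the pattern. The medians were 189 and 158 bp. No biological explanation was tested.

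Of 4612 nuclear circRNAs with a matched parent gene, 615 (13.3%, Wilson 95% interval 12.4 to 14.3) were listed on the strand opposite to that gene. The article names antisense locations as a possible origin in general and does not report on the share among its own circRNAs. The share was 23.2% in the mixed sample and 10.9% outside it, and 25.3% among the circRNAs of Supplementary Table S4 against 9.10% of the others. Both ends lay on exon boundaries in 1.14% of them, against 72.4% of the circRNAs on the strand of the gene. Another gene on the circRNA's own strand explains few of them, since 37 (6.02%) overlap one. Template switching at short repeats during reverse transcription may explain a part: a repeat of at least 6 bp was shared by the ends of 7.15% of these circRNAs, against 0.350% after random pairing of the same ends (one-sided permutation test, p = 0.0099, the smallest 100 pairings allow). Most of these circRNAs have no such repeat, and about them the test says nothing. Against pairs of the same splice signals drawn near each circRNA, long repeats were also in excess among circRNAs with both ends on exon boundaries (2.89% against 0.182%), so that comparison does not separate template switching from splicing. Antisense transcription was not tested and stays open.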

How the results depend on the processing

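12 of the alternatives were chosen only after the data were seen. Across 21 results, 122 values were computed under an alternative, 110 of them planned before the data were examined, and 93 kept their direction and side of the threshold or stayed within the main value's interval or 1.5 times its count. The list held no repeated interval, so the alternative of distinct intervals could change no result, yet its values count among the 93. Splitting gene names also left the count of parent genes as it was. The clustering along the chromosomes and the relation to gene density kept their direction and side of the threshold under all alternatives run. No paired analysis was possible because each condition had 1 library.

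Stricter read numbers lowered counts by their construction. With at least 5 reads, 2960 circRNAs were left, 339 parent genes had more than one circRNA and 515 circRNAs of the mixed sample were found in the list. On the nuclear chromosomes only, the share of chromosomes 1 and 5 was 49.6%, because organelle circRNAs left the total.

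The read share of chromosome 5, 28.1%, was 18.4% without its 3 circRNAs with the most reads, 20.1% without the 3 of every chromosome, 17.6% without circRNAs whose junction matches a linear transcript or the genome, and 17.4% in the mixed sample's own counts. Outside the mixed sample it was 30.2%. All 5 were chosen after the data were seen. Under the alternatives set before the data were examined it ranged from 24.3%, without the circRNA with the most reads on chromosome 5, to 33.6% on the nuclear chromosomes.

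The exonic share, 85.1%, was 87.4% for lengths of at most 10000 bp, 90.9% on the nuclear chromosomes, 73.5% weighted by reads and 83.2% outside the mixed sample (chosen after the data were seen). Of the 650 intergenic circRNAs, 360 lay on chloroplast DNA, which the nuclear setting leaves out. Of the 12554 intergenic reads, 6524 came from Ath_circ_FC3603, Ath_circ_FC3604 and Ath_circ_FC3605. In the mixed sample 92.4% of the circRNAs were exonic. No further cause was tested. The share with both ends on exon boundaries, 58.6%, was 60.4% with at least 3 reads, 63.1% with at least 5 and 51.4% over all circRNAs. Without adding 1 to the listed start it was 0%, by construction. On the nuclear chromosomes it was 65.7%, in the mixed sample 39.3% and outside it 64.1%, all 3 chosen after the data were seen.

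For the circRNAs of Supplementary Table S4, the difference of medians was -1 read (two-sided permutation test, p = 0.407), past no threshold. Their exonic share differed by -1.66 points, which became significant by Fisher's exact test at -4.02 points with at least 3 reads, -5.29 with at least 5, -4.62 for lengths of at most 10000 bp and -9.16 on the nuclear chromosomes. The organelle share of circRNAs similar to tomato circRNAs reversed from 20.0 points higher to -11.0 points for lengths of at most 10000 bp. The length limit left 14 of the 175 organelle circRNAs of that list. The log10 length difference of circRNAs with miRNA sites, 0.171, no longer passed the threshold with at least 3 reads (0.159), with at least 5 (0.166), outside the mixed sample (0.0422) and without all 6 that the article names (0.110), the last 2 chosen after the data were seen. The cause was not tested. 1 other result changed: the odds ratio of transcription factors became significant, at 0.559, with at least 3 reads.

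Stage, organ and stress differences were not tested, since each condition had 1 library and the counts of Supplementary Table S9 were held in part. Of the circRNAs, 23.8% rest on 2 reads.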

Differences from the paper's values

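For parent genes with more than one circRNA, the list gave 853 and the paper's value is 2546. For parent genes with one circRNA, the list gave 2460 and the paper's value is 770. None of the alternatives set before the data were examined closed either gap: the first number lay between 339 and 853 and the second between 1572 and 2460. With the paper's labels exchanged, the numbers would lie closer: 2546 against 2460 genes with one circRNA, and 770 against 853 with more than one. As printed, the labels cannot hold for the list. Together, 2546 genes with more than 1 circRNA each and 770 with 1 would need more circRNAs than the 5211 with a listed gene. Exchanged labels would remove this conflict, but whether they were exchanged in the paper cannot be told from the list alone.

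Both ends lay on annotated exon boundaries in 2902 circRNAs listed as exonic, while the paper's number of exonic circRNAs, defined by both ends on such boundaries, is 4990. None of the alternatives set before the data were examined reached it. A tolerance of 2 bp gave 2904, one of 5 bp gave 2937, and counting all circRNAs gave 2965. The alternatives chosen after the data were seen took parts of the same exonic circRNAs, so they could not reach it.

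The paper states that most parent genes produce more than one circRNA. In the list, 25.7% of them did.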

Other observations

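The test without the 3 circRNAs with the most reads on every chromosome and those of the opposite strand, of missing exons, of library batch and of locally drawn pairs were chosen only after the results were seen.

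Chromosome 5 had the largest share of junction reads in the list of 14 samples. Of 5768 nuclear and chloroplast junctions, 64 (1.11%) were also found in an annotated linear transcript or in the genome with up to 3 of 60 bases differing, 29 with none and 78 with up to 6, and the 64 held 16.0% of the reads. Without these 64 the share of chromosome 5 was 17.6%, below the 22.0% of chromosome 1. Reads from linear transcripts of tandem gene copies are therefore a candidate source of this share. A few circRNAs with many reads are part of the pattern too: without the 3 with the most reads on every chromosome, the share of chromosome 5 was 20.1%, below the 23.1% of chromosome 1. Of the 7227 reads of matched junctions on chromosome 5, 6524 came from Ath_circ_FC3603, Ath_circ_FC3604 and Ath_circ_FC3605. Both removals take these circRNAs out, so they do not separate the explanations. A match to a linear transcript was also seen at Ath_circ_FC3912, whose junction differed by 0 bases from a transcript of AT5G62690 (TUB2), next to AT5G62700 (TUB3), and at Ath_circ_FC1093, by 1 base from AT1G79930 (HSP91). These were singled out after their values were seen. A match over 60 bases does not show which molecule gave the reads, and a true circular RNA across gene copies stays open.

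The nuclear circRNA with the most reads in the mixed sample, Ath_circ_FC4757 with 413, lies beside the 18S ribosomal RNA gene AT2G01010 (3706 to 5513). Its junction differed by 1 base from a contiguous stretch of the reference that overlaps its own start. Its divergent primers match in tandem copies on the reference, and each also on chromosome 3. Reads from tandem repeats of the genome are therefore a candidate source. The article reports a product with these primers from cDNA and not from genomic DNA, and its sequence, which these positions do not settle.

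Of the exonic nuclear and chloroplast circRNAs, 2052 had an end away from every annotated exon boundary. Among them were all 536 of the chloroplast, where the ends of coding segments stood in for exon boundaries of protein-coding genes. Exon boundaries annotated up to 10 bp away from the authors' are argued against, since 4.48% of 2678 nuclear ends off a boundary lay within 10 bp of one. The median distance to a boundary was 195 bp, which does not tell exons or transcripts missing from the annotation used here from ends where no splicing takes place. All 2026 circRNAs off a boundary with at most 10000 bp had GT and AG splice signals beside their ends. So had all 2902 with both ends on boundaries. The signals therefore do not tell the groups apart, and missing exons stay open. Calls on the opposite strand are argued against as the whole cause, since 594 of 1512 nuclear ones (39.3%, Wilson 95% interval 36.9 to 41.8) were on the strand opposite to the parent gene. With both ends on boundaries, 7 of 2893 (0.242%) were. Calls made without regard to strand would also fall on the gene's strand in part, so how many of the others are such calls stays open. Template switching may account for a small part. A repeat of at least 6 bp was shared by the ends of 6.53%, against 0.807% after random pairing (one-sided permutation test, p = 0.0099, the smallest 100 pairings allow), and with both ends on boundaries the shares were 2.89% and 2.99% (one-sided permutation test, p = 0.693). The mean repeat was compared as well, in the same 5 groups, and was 1.78 against 1.21 bp. Against pairs of splice signals drawn near each circRNA, repeats were in excess both off the boundaries (6.52% against 0.167%) and on them (2.89% against 0.182%), so the excess is not specific to ends off a boundary under that comparison. For the remaining circRNAs the test says nothing, and unannotated splice sites were not tested.

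The circRNAs of the mixed sample were shorter than the other listed circRNAs, with a median of 178 against 539 bp. Organelle circRNAs are argued against, since the nuclear medians, 177 and 556 bp, differed by 379 bp. The mixed sample was shorter in 4 of 4 classes of read number. It was sequenced on another instrument with shorter reads, and its plants were another pool, so library batch and sample cannot be told apart.

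In the 1998 circRNAs of Supplementary Table S9 used here, of 4756, the paper's counts place 1739 (87.0%) in 1 of the 13 separate samples. The divergent primers listed for Ath_circ_FC0228 had no match within 3000 bp of that circRNA and matched in AT1G07180 on chromosome 1, at 2206441 and 2206406. Those listed for Ath_circ_FC4716, a chloroplast circRNA, matched in AT1G15405 on chromosome 1, at 5297941 and 5298161. The divergent primers of Ath_circ_FC4760, a circRNA of chromosome 1 from 5297937 to 5298120, lay across its ends, at 5297925 to 5297943 and 5298116 to 5298139, and faced each other on the reference. The divergent reverse primer of Ath_circ_FC0089 had no exact match in the nuclear or chloroplast sequence, and the mitochondrial sequence was not searched.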
